A study of Mus musculus with 6 samples. Its data were reported in "RBFOX splicing factors contribute to a broad but selective recapitulation of peripheral tissue splicing patterns in the thymus" (2021).

How the data were processed

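Long-read cDNA sequencing was performed on medullary thymic epithelial cells (mTEC), the cells of the inner thymus that display antigens of other tissues to developing T cells. Cells came from the thymi of wild-type female C57BL/6 mice aged 4 to 6 weeks, and 10000 cells per sample were sorted as negative for CD45 and Ly51 and positive for EpCAM and the lectin UEA. Immature mTEC lacked the costimulatory proteins CD80 and CD86 on their surface and mature mTEC carried both. Each population had 3 samples: replicate 1 was RNA pooled from 3 mice, and replicates 2 and 3 were 1 mouse each. Libraries were made with an Oxford Nanopore cDNA-PCR kit, which uses no molecular identifiers, so PCR copies of one molecule could not be told from separate molecules.

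The deposited values were raw read counts per transcript. Per the labels and the study's methods, the authors mapped the reads with minimap2 and counted them with featureCounts over their own transcriptome assembly, which was built with StringTie from short-read data on GRCm38 (mm10) and Ensembl release 91. Tool versions, the counting options, the use of strand and the treatment of reads that overlap several transcripts are not given in the sources used here. The authors gave 1 count column per population, with the 3 replicates summed, over the same 243596 transcripts. Of these, 133847 were annotated transcripts, 71007 were isoforms that the assembly added to annotated genes (marked by a suffix with the letter N and a number, and called assembled isoforms here), and 38742 lay at loci with no annotated gene.

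Because replicates were summed, no spread between mice or libraries could be estimated. No p-values, SDs or standard errors are given for the comparison of the populations, and every difference is a difference between these 2 pooled columns. The replicated count test that was chosen first was therefore replaced by the form fixed for pooled columns before the data were examined. For each gene or transcript the ratio of scaled counts, mature over immature, was given a 95% interval from the exact (Clopper-Pearson) interval of the mature share of its summed counts. These intervals and the binomial intervals of usage and class shares cover counting error only, with PCR copies taken as separate reads. Binomial intervals of detected shares treat listed features as independent draws and do not measure counting error of reads. A gene was called higher or lower in mature mTEC where the whole interval lay beyond 2-fold, that is beyond 1 on the log2 scale. Where 1 population had 0 counts, the ratio was computed against a floor of 3 counts over the whole population and is written as a fold against the floor. That value leaves out counting error in the other population, so it is not an interval bound. The 95% interval bound nearest 0 was closer to no change.

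Gene counts were sums over the transcripts of a gene. Gene names, gene types, transcript types and coordinates came from GENCODE release M21, which has the same genome assembly as the study's annotation but is a later release; assembled isoforms took the gene of the annotated transcript in their ID. This matched all but 722 of the annotated or assembled IDs, which held 0.144% of immature and 0.116% of mature counts. Counts with no gene, those at unannotated loci included, were 3.23% of the immature and 6.87% of the mature total. They were left out of the gene-level library sizes, which were 316652 and 474281 counts over 53337 genes. Scaling factors from the trimmed mean of M values (TMM; 30% of log ratios and 5% of abundances trimmed) were 1.02 for immature and 0.98 for mature mTEC and were identical to those of edgeR 4.0.16 in R 4.3.3. After scaling, 1 count was worth 3.10 CPM (counts scaled to a common library size) in immature and 2.15 CPM in mature mTEC. Genes and transcripts with at least 10 summed counts were analysed as measured. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

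Transcript usage was the share of a gene's counts on each of its transcripts, in genes with at least 50 counts in both populations, with an exact binomial interval in each population. A gene was counted as differing where the intervals of 1 transcript did not overlap. Detection was counted after thinning the mature column to the immature total, as the mean of 20 random draws. Isoforms per gene were counted after thinning each gene to 10 counts in both populations. For each of 33 gene lists, the median log2 ratio of measured members was placed among the medians of 10000 random lists of the same size. These lists were drawn from 10 bins of mean level and were not matched on the number of listed transcripts. A list was described as standing apart where its median lay outside the central 95% of these random medians, a description of these columns and not a test across mice. Medians were computed for lists with at least 3 measured members, with genes at 0 in 1 population set at their ratio against the floor. Of the 375 genes on the lists, 200 had at least 10 summed counts, and 1 was not among the gene names.

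Genes to be named were fixed by rule before the data were examined: the 10 largest rises and falls, ranked by the interval bound nearest 0 among called genes with a symbol and at least 50 CPM in the higher population; 8 genes of interest (Aire, Fezf2, Cd80, Cd86, Rbfox1, Rbfox2, Rbm20, Msi1); the 4 members of each list with the highest summed count; the 5 largest transcript rises and falls; and the 8 genes with the widest gap between usage intervals. Other list members past the 2-fold threshold and any further member given with its values were chosen after the values were seen. Several choices were settled only with the counts at hand: taking 10 rather than 50 summed counts as the main minimum, which names counted as symbols (names of the Gm, Rik and clone kinds did not), the library size without unannotated loci, the bins for random lists, the shares by transcript class, and the gene families. Of 1298 called genes past 50 CPM, 226 had no symbol (181 higher and 45 lower in mature mTEC) and were counted, not named.

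The interval method was tested on simulated counts for 9058 genes at these depths. It called 41.7% of genes simulated with a 4-fold change and 84.0% of those with an 8-fold change, and it called 4 of 8862 genes simulated without change. With no usage difference simulated, 2 of 637 genes were called. The simulated counts had only the Poisson counting error that the intervals assume, without PCR copies or spread between mice. These numbers therefore do not measure how often the real comparison calls a gene falsely. Alternatives tried were total counts in place of TMM, minimums of 1 and 50 summed counts, the largest transcript of a gene in place of the sum, protein-coding genes only, annotated transcripts only, other count minimums for usage and detection, no thinning, thinning to 20 and 50 counts per gene, mean log2 ratios and unmatched random lists. Genes with 1 listed transcript, and list members with 1 to 3 listed transcripts, set against random lists of such genes, and the study's list without Cd80 were added as alternatives after the data were examined.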

Results

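Immature and mature mTEC were compared by long cDNA reads, which were not shown to be full-length. The pooled columns held 327210 counts for immature and 509282 counts for mature mTEC, 1.56 times as many. These are reads assigned to transcripts, so the ratio need not be that of reads sequenced. Depth was low: 90.5% of listed transcripts had 0 counts in immature and 86.0% in mature mTEC. The most abundant transcript held 1928 counts in immature and 2513 in mature mTEC. There were no replicates in these columns, and the intervals of ratios and usage shares cover counting error only.

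The sort was checked first through the transcripts of its 2 marker proteins. Cd86, which encodes a costimulatory ligand, had 1 count in immature and 184 in mature mTEC (log2 ratio 7.0, 95% interval 4.50 to 12.31). Cd80, its partner ligand, had 7 and 32 counts (log2 ratio 1.67, 0.46 to 3.09), so its interval lay above 0 without passing 2-fold. These 2 genes were used to sort the cells and are a check of the labels, not a finding.

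The main question was how gene expression differed between mature and immature mTEC. The largest rise in mature mTEC, ranked by the interval bound nearest 0, was that of Anxa10, an annexin of the stomach lining, with 2 counts in immature and 274 in mature mTEC (log2 ratio 6.57, 4.70 to 9.62). Genes of the stomach and lung epithelium (Cldn18), early embryo patterning (Lefty2, Mixl1), pancreatic digestion (Prss1) and hypothalamic hormone signalling (Trh) were also among the 10 largest rises. The largest fall was that of Col6a2, a chain of type VI collagen, with 259 counts in immature and 17 in mature mTEC (log2 ratio -4.46, -5.26 to -3.75). Of 8975 measured genes, 1412 (15.7%) were higher and 389 (4.33%) lower in mature mTEC by more than 2-fold.

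Several of the largest rises had no count in immature mTEC at all. Cldn18 (133 mature counts) was at least 30.8-fold higher, Timd2 and Ceacam15 (130 each) at least 30.1-fold, Lefty2 (126) at least 29.1-fold, Prss1 (110) at least 25.4-fold and Trh (108) at least 25-fold. Mixl1 rose from 1 to 180 counts (log2 ratio 6.96, 4.47 to 12.28) and Tm4sf20, a tetraspanin-like membrane protein gene, from 1 to 164 (6.83, 4.33 to 12.14). Among all 1412 higher genes, 604 had 0 counts in immature mTEC, against 24 of the 389 lower genes with 0 counts in mature mTEC. Anxa10 lies on chromosome 8 (62057042 to 62123150, GRCm38), Cldn18 on chromosome 9 (99689461 to 99717267) and Col6a2 on chromosome 10 (76595762 to 76623630). Counts for these and all other genes were taken over exons of the listed transcripts.

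Slitrk4, a neuronal adhesion gene, fell from 60 to 2 counts (log2 ratio -5.43, -8.51 to -3.52) and Ncam1, the neural cell adhesion molecule, from 43 to 2 (-4.95, -8.04 to -3.01). Fzd2, a Wnt receptor, fell from 77 to 5 counts (-4.47, -6.14 to -3.19). Clca3a2 (424 to 52 counts), Kctd4 (337 to 46), Gpx8 (111 to 10), Ptgfrn (52 to 2) and Sh3pxd2b (41 to 2) fell with interval bounds nearest 0 between -3.30 and -2.94. Eogt, a glycosyltransferase gene, had 21 counts in immature and 0 in mature mTEC. Its log2 ratio was -3.33 against the floor, with an interval bound nearest 0 of -2.91.

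The median log2 ratio of all measured genes was 0.15, and changes are given without subtracting it. In genes with 1 listed transcript, where reads cannot be shared between isoforms of the same gene, 29.4% of 1221 were higher and 5.41% lower, while in genes with over 10 listed transcripts 5.45% of 2166 were higher and 4.89% lower. Epcam (1 and 2 counts) and Krt8 (0 and 2), both abundant in thymic epithelium, were not measured here, so a low count is not evidence of low expression.

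**Figure D1:**
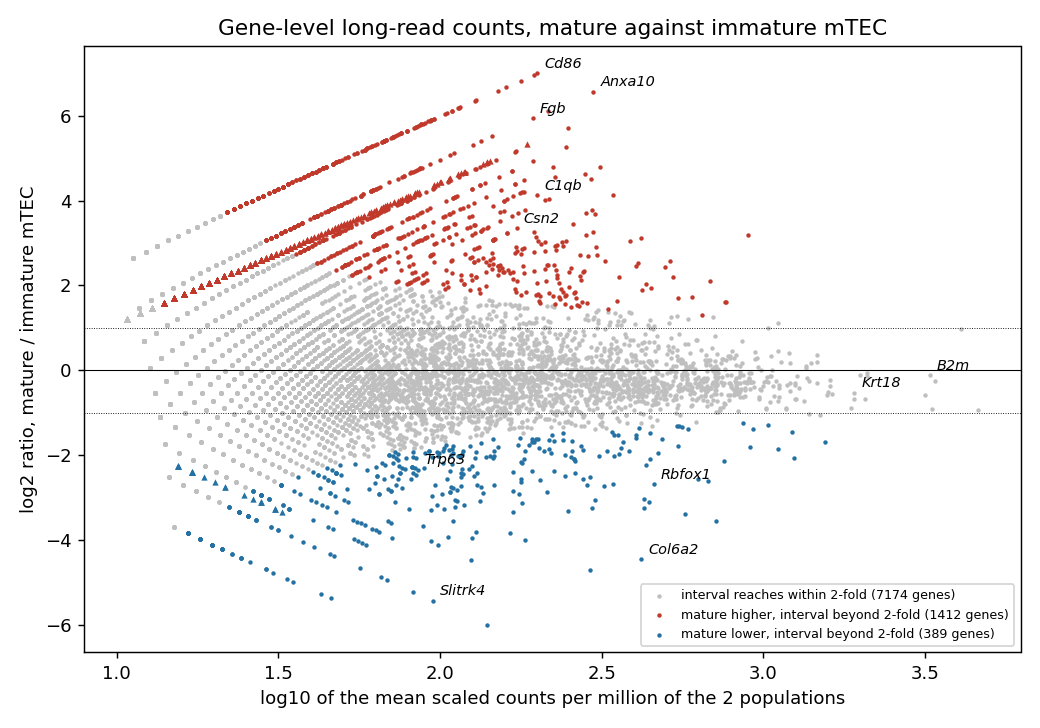
Each point is 1 of 8975 measured genes. The x axis is the log10 of its mean scaled CPM in the 2 populations, and the y axis the log2 ratio of mature to immature mTEC. Triangles are genes at 0 counts in 1 population, drawn at the ratio against the floor of 3 counts. Red points (1412) and blue points (389) have 95% counting intervals beyond 2-fold, with Cd86 and Anxa10 at the top and Slitrk4 near the bottom.

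Among lists of promiscuously expressed tissue-restricted antigen (TRA) genes, those of Aire-dependent and of gut and liver genes stood higher in mature mTEC than random lists. Aire is the regulator that drives expression of tissue antigens in mTEC, and 5 of the 6 measured genes on its list rose. Fgb, a fibrinogen chain made by the liver, rose from 2 to 177 counts (log2 ratio 5.94, 4.07 to 9.0). Csn2, a milk casein, rose from 10 to 146 (3.34, 2.42 to 4.43) and Ins2, an insulin gene, from 1 to 21 (3.86, 1.23 to 9.23). The urinary protein gene Mup1 (0 and 32) and odorant-binding protein gene Obp1a (0 and 23) rose by 7.40-fold and 5.32-fold against the floor. Crp had 6 and 14 counts (0.69, -0.78 to 2.36). Whether each gene on the list depends on Aire was not tested here. The median log2 ratio of the list was 3.11, above the central 95% of random lists (-0.94 to 2.31). Of 6 measured enterohepatic genes, 4 rose. Apoa1 rose from 8 to 131 counts (3.51, 2.48 to 4.75). Fgg (75 mature counts), Fga (62) and Ambp (14) rose from 0 counts, by 17.3-fold, 14.3-fold and 3.24-fold against the floor. Reg3g had 12 and 44 counts and Fabp1 7 and 7. The enterohepatic median was 2.60, above the random range of -1.01 to 2.10. Over its 4 measured members with 1 to 3 listed transcripts, a choice made after the results were seen, the median was 3.67. It lay at percentile 96.7 of random lists of such genes, inside their central 95%. The Aire-dependent list had fewer than 3 such members and could not be checked in this way. Mup genes are near-identical copies of one another, and reads may have been split between them. Myeloid and dendritic cell markers, with a list median of 4.18, also stood higher in mature mTEC.

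The lists of Fezf2-associated and brain genes lay inside the range of random lists. In the list associated with Fezf2, a second regulator of such genes, 3 of 6 measured members rose (Calb1 from 16 to 159 counts, Apoc3 from 6 to 60, and Fabp9 from 0 to 16), and the median of 1.80 lay within -0.93 to 2.06. Maoa (29 and 106 counts) and Sult1c2 (18 and 85) did not pass 2-fold. In the brain list 3 of 8 rose: Nefm, a neurofilament gene, from 12 to 165 counts (log2 ratio 3.25, 2.41 to 4.24), and Gfap and Gad1 from 0 to 26 and 18. Snap25 (182 and 177), Mbp (41 and 114) and Stmn2 (54 and 37) did not pass, and the median of 1.32 lay within -0.77 to 1.66. Only 2 of 12 testis genes were measured too few to compare with random lists, and both rose, Ldhc from 1 to 39 counts and Prm1 from 0 to 17.

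Markers of immature mTEC stood lower in mature mTEC. The members that fell were Pdpn (podoplanin) from 259 to 148 counts (log2 ratio -1.33, -1.64 to -1.04), Igfbp5 from 179 to 63 (-2.03, -2.47 to -1.61), the epithelial progenitor factor Trp63 from 46 to 13 (-2.35, -3.36 to -1.44) and the integrin Itga6 from 34 to 3 (-4.03, -6.38 to -2.36). These were 4 of 8 measured members, and the list median of -1.94 lay below the random range of -0.75 to 1.57. Over the 4 members with 1 to 3 listed transcripts, a choice made after the results were seen, the median was only -0.80, at percentile 3.79 of random lists of such genes and so inside their central 95%. Krt15 went the other way (24 and 100 counts; 1.53, 0.88 to 2.24) without passing 2-fold, and Krt14 had 29 and 35 counts. Of 7 measured mature mTEC markers 2 rose, Traf1, a TNF receptor adaptor, from 24 to 125 counts (1.85, 1.21 to 2.55) and Hdc, the histamine-forming enzyme, from 3 to 31 (2.84, 1.16 to 5.20; not past 2-fold by its largest transcript alone). Fezf2 had 10 and 39 counts (1.44, 0.41 to 2.60), Cd40 27 and 91, and Tnfrsf11a, which encodes RANK, 50 and 76 (0.08, -0.46 to 0.62). The median of 1.23 lay inside the random range of -0.93 to 2.06. Aire had 0 counts in immature and 1 in mature mTEC over 25 listed transcripts, too few for a ratio. Fibroblast markers, with a list median of -1.06, stood lower too, but not by their mean or against unmatched random lists.

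Of 8 measured proliferation genes 4 fell in mature mTEC. Rrm2 fell from 253 to 146 counts (log2 ratio -1.32, -1.62 to -1.02) and Cenpf from 75 to 29 (-1.90, -2.57 to -1.26). Nusap1 fell from 16 to 3 (-2.94, -5.36 to -1.14), but not past 2-fold by its largest transcript alone. Mki67, the Ki-67 gene, fell from 18 to 0, 8.65-fold lower against the floor. Top2a had 49 and 23 counts (-1.62, -2.40 to -0.88). The list median of -1.76 lay below the random range of -0.85 to 1.68. Fewer than 3 members had 1 to 3 listed transcripts, so the list could not be checked over such members.

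Neither MHC class stood apart as a list. H2-Aa, an MHC class II chain, rose from 40 to 188 counts (log2 ratio 1.71, 1.21 to 2.24), as the 1 of 5 measured class II genes to pass 2-fold. Markers of myeloid and dendritic cells, which also carry class II, moved the same way (list median 4.18), so the source of this rise is not settled. H2-Ab1 (2 and 17 counts), H2-Oa (9 and 29) and H2-DMa (3 and 16) had intervals above 0, and the median of 1.89 lay within the random range of -1.11 to 2.21. None of 7 measured class I genes passed: B2m had 1097 and 1455 counts (-0.12, -0.23 to -0.01), H2-D1 110 and 152, H2-K1 56 and 101, and Psmb9 18 and 48. The class I median was -0.01 (random range -0.85 to 1.77) and the mean 0.32, so the list had no clear direction. Of 8 measured NF-kB pathway genes Traf1 alone rose, Birc3 had 146 and 294 counts (0.48, 0.19 to 0.78), Nfkb1 29 and 50 and Icam1 37 and 39, and the median was 0.38 (random range -0.82 to 1.56).

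Interferon response genes, general splicing factors and ribosomal protein genes were lower as lists, although few or no members passed 2-fold. Of these lists only the interferon list had enough members with 1 to 3 listed transcripts for that check, and it kept its place. Isg15 had 310 and 227 counts (log2 ratio -0.98, -1.23 to -0.73), Bst2 278 and 222, Oasl2 105 and 77 and Ifit1 429 and 643 (0.06, -0.12 to 0.24), and the interferon median of -0.91 lay below the random range of -0.71 to 1.19, with 5 of 8 intervals below 0. Of 14 measured ribosomal protein genes 6 had intervals below 0, among them Rpl8 (492 and 381; -0.90, -1.09 to -0.70), Rps3 (280 and 247), Rplp1 (210 and 218) and Rplp0 (111 and 120), and their median was -0.74 (random range -0.57 to 1.04).

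Splicing factors were of interest because the study examined how mTEC produce the isoforms of other tissues. Rbfox1, which encodes a splicing factor of brain and muscle, fell from 256 counts in immature to 57 in mature mTEC (log2 ratio -2.69, -3.14 to -2.28), a 6.47-fold difference. Rbfox2, its more widely expressed relative, had 23 and 13 counts (-1.35, -2.45 to -0.31), so its interval lay below 0 without passing 2-fold. Rbfox1 had 31 and Rbfox2 32 listed transcripts. Reads shared between these transcripts may have gone uncounted, so both ratios are of assigned reads and not of all messages of the gene. Rbm20, a splicing factor of heart muscle, had 2 and 13 counts (2.17, 0.03 to 5.36; an interval that reached below 0 with total counts in place of TMM) and Msi1, an RNA-binding protein gene, 7 and 19 (0.91, -0.40 to 2.41). Rbfox1 lies on chromosome 16 (5885355 to 7411526, GRCm38), Rbfox2 on chromosome 15 (77078990 to 77307004), Rbm20 on chromosome 19 (53677306 to 53867080) and Msi1 on chromosome 5 (115429599 to 115455698).

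Among 7 measured tissue-restricted splicing factors Rbfox1 alone passed 2-fold, Esrp1 had 19 and 20 counts, and the median of 0.89 lay within the random range of -1.01 to 1.69, with a mean of 0.026. In the Rbfox family 2 of 3 genes were measured. Random lists were not matched on listed transcripts, with which the median log2 ratio varied (0.65 in genes with 1 and -0.25 in genes with over 10). The general splicing factors had fewer than 3 members with 1 to 3 listed transcripts, too few to check this. Of 21 measured general splicing factors, 14 had intervals below 0, and the median of -0.79 lay below the random range of -0.52 to 0.85. Tra2a was the only one to fall by more than 2-fold (77 to 15 counts; log2 ratio -2.89, -3.79 to -2.08), while Srsf3 (321 and 319; -0.54, -0.76 to -0.31), Srsf10 (300 and 317), Srsf2 (257 and 244) and Snrpd1 (249 and 202) had smaller differences.

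Of the 6 programmes of specialised mTEC that resemble peripheral cell types, none of the 5 with enough measured genes stood apart as a list. The keratinocyte-like list had 10 measured genes and none past 2-fold, with Spink5, a protease inhibitor of the skin, at 228 and 707 counts (log2 ratio 1.11, 0.89 to 1.33), Sbsn at 71 and 89, Cnfn at 41 and 83 and Krtdap at 34 and 34 (median 0.90, random range -0.74 to 1.47). In the neuroendocrine-like list Gal, which encodes galanin, rose from 26 to 177 counts (2.24, 1.64 to 2.89), while Scg5 (232 and 288), Snap25 (182 and 177), Insm1 (106 and 229) and Chga (110 and 205) did not pass 2-fold (median 0.08 of 8 genes, random range -0.67 to 0.92). The 6 measured muscle-like genes split: Chrna1, an acetylcholine receptor subunit, rose from 12 to 84 counts (2.28, 1.40 to 3.29), Acta1, skeletal muscle actin, fell from 132 to 46 (-2.05, -2.57 to -1.55), Myl1 fell from 35 to 8 (-2.66, -3.98 to -1.52), and Myog (172 and 105) and Actc1 (45 and 61) did not pass (median -0.66, random range -0.86 to 1.88).

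None of the 5 measured tuft-like genes passed 2-fold (Dclk1 29 and 12 counts, Ltc4s 16 and 18, Sh2d6 5 and 24, Plcg2 4 and 20; median 0.89, random range -1.24 to 2.64). None of the 6 measured ciliated-like genes did so either (Tppp3 68 and 123, Fam183b 20 and 25, Tmem212 18 and 27, 1110017D15Rik 9 and 28; median 0.22, random range -0.98 to 2.42). The microfold-like list had 2 measured genes, Ccl6 at 40 and 127 counts and Sox8 at 0 and 10, neither past 2-fold and too few to compare with random lists. Of 6 measured epithelial identity genes none passed: Krt18 had 726 and 726 counts (log2 ratio -0.53, -0.68 to -0.38), Cdh1 307 and 239, Cldn3 96 and 276 and Ehf 162 and 161 (median -0.15, random range -0.70 to 0.70).

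Genes in which the study described mTEC isoforms outside the annotation went both ways. Skint2, of a family expressed by thymic epithelium and skin, rose from 13 to 117 counts (log2 ratio 2.64, 1.81 to 3.59), H2-Aa rose as given above, and Mill1, an MHC class I-like gene, fell from 19 to 2 (-3.78, -6.92 to -1.72). Foxn1, the transcription factor that specifies thymic epithelium, had 14 and 28 counts (0.47, -0.50 to 1.51). The median of the 5 measured genes, 1.67, was the value of the sort marker Cd80, and their mean was 0.54. Without Cd80, a choice made after the results were seen, the median was 1.09 and the mean 0.26, with a random range of -1.06 to 2.28 for the median. The study chose this list from mTEC data, so it is not independent evidence of a direction.

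Markers of other thymic cell types also moved, although the gate excluded CD45-positive cells and took only cells positive for EpCAM and UEA. Of 6 measured myeloid and dendritic cell genes 5 rose: Lyz2 from 122 to 536 counts (log2 ratio 1.61, 1.32 to 1.90), C1qb from 7 to 176 (4.12, 3.05 to 5.46), C1qa from 3 to 108 (4.64, 3.06 to 6.94), Xcr1 from 1 to 62 (5.43, 2.90 to 10.75) and Flt3 from 1 to 27 (4.23, 1.63 to 9.58). The list median of 4.18 lay above the random range of -0.87 to 1.95. In the endothelial list Flt1 rose from 7 to 85 counts and Egfl7 from 1 to 21, with Cdh5 at 3 and 8 (median 3.07 of 3 genes, random range -1.75 to 2.79), but the mean of these 3 genes, 2.61, lay at percentile 97.3 of random means and did not stand apart. In the fibroblast list 2 of 5 measured genes fell: Dpt from 126 to 45 (-2.01, -2.54 to -1.51) and Col3a1 from 96 to 43 (-1.69, -2.24 to -1.15). Lum had 111 and 77 counts and Dcn 61 and 47 (list median -1.06, random range -0.98 to 2.38). This list did not stand apart by its mean (-0.82, percentile 3.47) or against unmatched random lists (percentile 3.41).

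Among 6 measured thymocyte genes Ptcra, the pre-T cell receptor chain, rose from 0 to 30 counts, and Cd3g (17 and 74), Cd3e (8 and 45) and Cd3d (4 and 13) did not pass 2-fold (median 1.78, random range -1.10 to 2.06). The B cell gene Cd79a rose from 0 to 13 counts and was the only 1 of 5 measured, but did not pass 2-fold by its largest transcript alone. None of 5 measured genes of cortical thymic epithelium passed (Il7 156 and 102, Tbata 22 and 100, Psmb11 66 and 84, Ccl25 10 and 53; median 1.14, random range -0.98 to 2.32). Dissociation stress genes did not stand apart (Fos 170 and 203, Ier2 97 and 140, Hspa1a 65 and 99, Jund 71 and 92; median -0.15 of 7 genes, random range -0.82 to 1.47). In the mitochondrial genome mt-Co1 had 125 and 166 counts and mt-Nd6 11 and 33, and the other 9 listed genes were not measured.

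**Figure D2:**
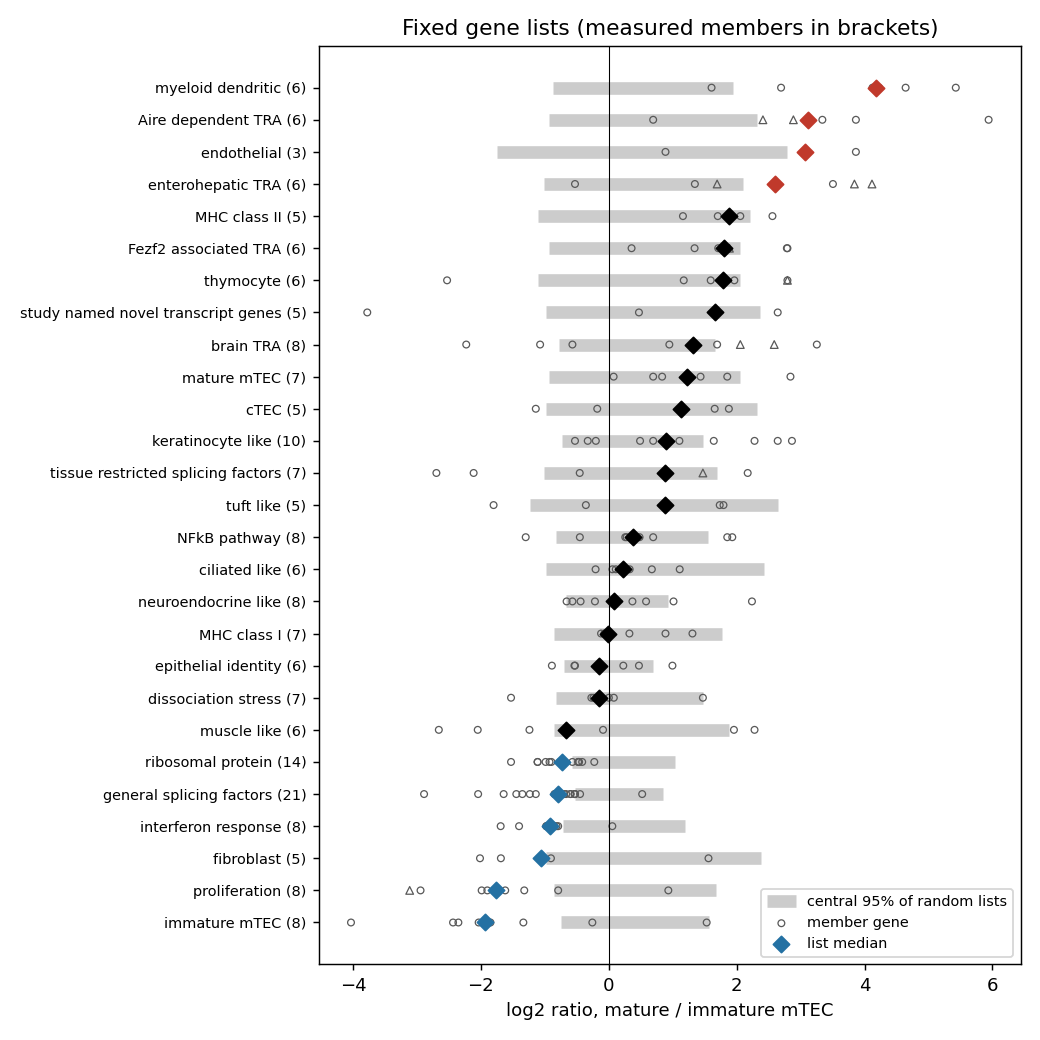
Gene lists with at least 3 measured members are drawn from the highest to the lowest median, with the log2 ratio of mature to immature mTEC on the x axis; circles are member genes, triangles are members at 0 counts in 1 population, diamonds are list medians and grey bars are the central 95% of medians of 10000 random lists. Medians above the bars (red) are those of the myeloid and dendritic, Aire-dependent, endothelial and enterohepatic lists, and medians below them (blue) include the immature mTEC, proliferation and fibroblast lists; the endothelial and fibroblast lists did not stand apart by their means.

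At the level of single transcripts, 1898 of 10577 measured transcripts were higher and 514 lower in mature mTEC. The largest rises were the main transcripts of genes named above, Ceacam15 (ENSMUST00000108498, 0 and 130 counts), Timd2 (ENSMUST00000109225, 0 and 130), Cldn18 (ENSMUST00000035048, 0 and 129), Lefty2 (ENSMUST00000085797, 0 and 126) and Mixl1 (ENSMUST00000027778, 1 and 180). The largest falls were transcripts of Col6a2 (ENSMUST00000001181, 220 and 13 counts), Slitrk4 (ENSMUST00000069926, 60 and 2) and Filip1l (ENSMUST00000159816, 67 and 3), a retained-intron transcript of Pdlim3, a muscle Z-disc protein gene (ENSMUST00000211190, 34 and 0), and a transcript of Itga6 with no annotated coding sequence (ENSMUST00000152009, 29 and 0). Among assembled isoforms, 460 of 2925 were higher and 160 lower. The fall of Rbfox1 was spread over 5 assembled isoforms built on ENSMUST00000056416, each with its interval beyond 2-fold, of which the most counted (ENSMUST00000056416_N12) fell from 70 to 11 counts, a feature singled out after its values were seen.

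The next question was whether the populations used different isoforms of the same genes. In Tpm3, a tropomyosin gene, the retained-intron transcript ENSMUST00000131354 held 78.7% (66.3 to 88.1) of 61 counts in immature but 34.1% (24.2 to 45.2) of 85 counts in mature mTEC. The coding transcript ENSMUST00000119570 of Tpm3 rose from 0 of 61 counts (a share of up to 5.87%) to 35.3% (25.2 to 46.4). In Amn1 a retained-intron transcript (ENSMUST00000203043) fell from 75.8% (65.9 to 84.0) to 32.3% (20.9 to 45.3), and the coding transcript ENSMUST00000095319 rose from 16.8% to 53.2%. Of 694 genes with at least 50 counts in both populations, 58 (8.36%) had a transcript whose 95% intervals did not overlap, and in 28 of these genes the shift was at least 20 percentage points.

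The other named genes did not share 1 direction. In Pde4d, a cAMP phosphodiesterase gene, the assembled isoform ENSMUST00000122041_N11 went from 71.6% (64.0 to 78.4) of counts in immature to 34.5% (26.7 to 43.1) in mature mTEC. In Lima1, an actin-binding protein gene, the coding transcript ENSMUST00000109024 went from 39.6% (32.1 to 47.6) to 6.19% (2.53 to 12.3), and a retained-intron transcript from 60.4% to 92.9%. In Il23r, the interleukin 23 receptor gene, the annotated coding transcript ENSMUST00000118364 rose from 31.7% (20.3 to 45.0) to 72.9% (63.9 to 80.7). In Rin2 the assembled isoform ENSMUST00000137180_N3 rose from 31.2% (22.8 to 40.7) to 70.0% (57.9 to 80.4). In Cpne2 the annotated transcript ENSMUST00000048653 fell from 91.1% (83.2 to 96.1) to 59.1% (51.6 to 66.4). In Cspp1 the retained-intron transcript ENSMUST00000143606 rose from 20.8% (10.8 to 34.1) to 64.7% (50.1 to 77.6). Other retained-intron transcripts of Cspp1 had lower mature shares, with overlapping intervals (ENSMUST00000190318 41.5% and 21.6%, ENSMUST00000190610 22.6% and 3.92%). The rise of ENSMUST00000143606 is therefore not a measure of intron retention in the gene as a whole.

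Tpm3 lies on chromosome 3 (90072649 to 90100902, GRCm38), Pde4d on chromosome 13 (108449948 to 109953461), Lima1 on chromosome 15 (99778470 to 99875456) and Il23r on chromosome 6 (67422932 to 67491855). Of 103 transcripts with separate intervals, 29 were assembled isoforms, and 19 were retained-intron transcripts, of which 13 had the higher share in immature and 6 in mature mTEC. Annotated transcripts with no exonic base outside other annotated transcripts held 1.58% of annotated counts. Shares are therefore best read as shares of assigned reads, not of all messages of a gene.

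**Figure D3:**
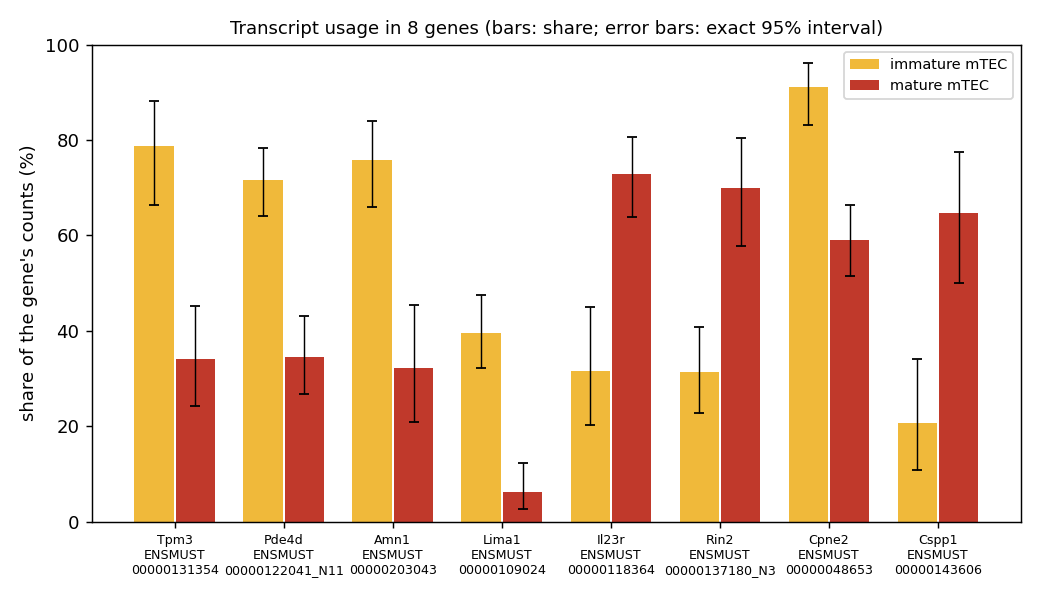
Bars give the share (%) of a gene's counts on 1 transcript in immature (yellow) and mature (red) mTEC for the 8 genes with the widest gap between intervals, and error bars are exact 95% binomial intervals for counting error. The intervals of the populations do not overlap in any of the 8 genes, with the mature share lower in Tpm3, Pde4d, Amn1, Lima1 and Cpne2 and higher in Il23r, Rin2 and Cspp1.

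The breadth of expression was compared at equal total counts, which does not match PCR duplication between the populations. Mature mTEC had reads on more genes: 17155 genes were detected after thinning to the immature total, against 13899 in immature mTEC, 1.23 times as many. For transcripts the thinned numbers were 29364 in mature and 23119 in immature mTEC, a ratio of 1.27. Protein-coding genes detected were 13026 of 21915 (59.4%, 58.8 to 60.1) in mature mTEC after thinning and 10701 (48.8%, 48.2 to 49.5) in immature mTEC. Intervals of detected shares, here and below, treat listed features as independent draws and do not measure counting error. Without thinning, mature mTEC had 18905 genes and 34157 transcripts with at least 1 count.

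Read support for assembled isoforms was also broader in mature mTEC. Of 71007 assembled isoforms, 11261 (15.9%, 15.6 to 16.1) had at least 1 count in mature mTEC, or 13.4% (13.2 to 13.7) after thinning, and 7537 (10.6%, 10.4 to 10.8) in immature mTEC. Annotated transcripts had counts for 13.6% in mature mTEC, or 11.8% after thinning; in immature mTEC 13546 of 133847 had a count. With at least 10 counts, 2.80% of assembled isoforms were supported in mature mTEC, or 1.88% (1.78 to 1.98) after thinning, and 1.66% (1.57 to 1.76) in immature mTEC. These shares are over all assembled isoforms, whereas the study's share was over those past an expression minimum in mature mTEC, so the denominators differ. Of 1569 isoforms that the study listed as unique to mature mTEC, 419 (26.7%, 24.5 to 29) had a count in mature mTEC, or 24% (21.9 to 26.2) after thinning, and 175 (11.2%, 9.64 to 12.8) in immature mTEC. The list used here holds slightly fewer isoforms than the number quoted from the study, for a reason not known. That list was drawn from mTEC data of the same study and is not independent of this direction. The study set uniqueness against samples of representative peripheral tissues, so a count in immature mTEC does not by itself conflict with its list. An isoform without a count was not detectable at this depth or under this counting, and its absence was not shown.

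The number of isoforms detected per gene was compared at equal counts. Among 3589 genes thinned to 10 counts in both populations, the mean was 1.71 transcripts in mature and 1.65 in immature mTEC. The difference was 0.056 (95% bootstrap interval over genes 0.039 to 0.073). The mature number was higher in 37.1% of these genes and lower in 30.5%. With annotated transcripts only the difference was -0.0066 (95% bootstrap interval over genes -0.023 to 0.0096), close to the -0.0051 obtained with no difference simulated over all transcripts, so no difference was seen without the assembled isoforms.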

Values the study reported

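The study reported 58,990 transcripts outside the reference annotation in 14,865 protein-coding genes of its assembly. It gave 64.3% as the share of such transcripts supported by long reads in mature mTEC, counted over those expressed there with more than 10 counts. It described 1572 such transcripts as uniquely expressed in mature mTEC, and placed 85% of these at loci that do not need Aire for expression.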

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

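The shares by transcript class were computed only after the counts had been seen. Reads at loci with no annotated gene, which no gene-level comparison used, made up 6.76% (6.69 to 6.83, exact 95% binomial interval) of mature and 3.08% (3.02 to 3.14) of immature counts, and they stand here because they are a signal outside the main measurement. Among 1162 measured transcripts of these loci, 439 were higher and 59 lower in mature mTEC by more than 2-fold, with a median log2 ratio of 1.69. Detected transcripts of these loci numbered 3996 in mature mTEC after thinning and 2036 in immature mTEC, a ratio of 1.96 against 1.17 for annotated transcripts. No biological explanation was tested.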

How the results depend on the processing

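The restriction to genes with 1 listed transcript and to list members with 1 to 3, the study's list without Cd80 (median 1.09) and the calls of all list members were chosen only after the results were seen. No paired analysis was possible because the columns carry no replicate; leaving out libraries, leaving out replicate 1 and the replicate block were not run for the same reason. Total counts in place of TMM gave 1392 genes higher and 409 lower, with all 1392 among the main calls, and shifted every gene ratio by 0.055 on the log2 scale. A minimum of 1 summed count gave 1412 and 440, the largest transcript per gene 1307 and 347, and protein-coding genes 1188 and 322. A minimum of 50 summed counts gave 550 genes higher and 197 lower and 594 transcripts higher and 200 lower, fewer by construction. Annotated transcripts alone gave 1025 higher and 290 lower, and genes with 1 listed transcript 29.4% higher and 5.41% lower. Genes differing in usage numbered 126 of 1506 at a minimum of 20 counts, 25 of 318 at 100 and 30 of 423 with annotated transcripts, or 8.37%, 7.86% and 7.09% of those tested.

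The ratio of detected genes was 1.21 at 2 counts, 1.17 at 5 and 1.36 without thinning, and that of transcripts 1.23, 1.22 and 1.48. Assembled isoforms supported at 2, 5 and 10 counts were 6.61%, 3.14% and 1.66% in immature and 10.3%, 5.18% and 2.80% in mature mTEC, and after thinning 13.4% in mature mTEC at 1 count, and 8.12%, 3.73% and 1.88% at 2, 5 and 10. The difference in isoforms per gene was -0.0066 with annotated transcripts only, a value near 0; it was 0.060 and 0.061 at 20 and 50 counts per gene. For 26 genes named by rule, 78 of 78 values under 3 alternatives kept their sign and side of the 2-fold threshold, but the interval of Rbm20 reached below 0 with total counts, and those of Rbm20 and Fezf2 did with the largest transcript. Of 200 measured list members all kept their call with total counts and with protein-coding genes; with the largest transcript 184 of 188 did, as Hdc, Nusap1 and Cd79a lost theirs and Cd40 gained one. Whether an interval lay off 0 was less stable, and held for 192 of 200 members with total counts and 168 of 188 with the largest transcript. Other family members and single transcripts were not followed gene by gene. The lists above the random range were 3 with means and 4 without matching, and those below it 5 and 5, against 4 and 6 in the main setting. The endothelial list was lost with means, the fibroblast list with means and without matching, and the immature mTEC (-0.80) and enterohepatic (3.67) lists over members with 1 to 3 transcripts. That last setting could be run for 4 of the 10 lists that stood apart, and the interferon and myeloid lists kept their place; the other 6 had fewer than 3 such members. The list of genes with isoforms described by the study had a mean of 0.54 against a median of 1.67. Depth limits the calls: a gene with few counts can pass 2-fold only with a large change.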

Other observations

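The gene families, the test of own exonic bases, the tests of listed transcript number, short messages and precursor RNA were chosen only after the results they concern were seen. Of the families, keratins held the most rises, as 17 of 31 measured keratin genes were higher and none lower by more than 2-fold in mature mTEC, although the 2 most counted, Krt17 (1397 and 1075 counts; log2 ratio -0.91, -1.02 to -0.79) and Krt18 (726 and 726), and also Krt5 (15 and 4) had intervals below 0. Krt13, a keratin of the oesophagus and tongue, rose from 1 to 84 counts (log2 ratio 5.86, 3.35 to 11.19), and the hair follicle keratins Krt73 and Krt71 rose from 6 to 148 (4.10, 2.94 to 5.57) and from 6 to 138 counts (4.00, 2.84 to 5.47). Among 17 measured major urinary protein, odorant-binding protein and lipocalin genes, 14 were higher, led by Mup4 (4 and 149 counts; 4.69, 3.31 to 6.59), with the limit that Mup genes are near-identical copies whose reads are hard to tell apart. Of 25 measured cytochrome P450 genes 11 were higher, among them the steroid-forming Cyp11a1 (0 and 89 counts, 20.6-fold against the floor). The liver enzyme Cyp1a2 was higher too (6 and 156 counts, log2 ratio 4.17, 3.02 to 5.64). Cyp1b1 (142 and 38 counts, log2 ratio -2.43, -2.99 to -1.90) and Cyp39a1 (182 and 81 counts, log2 ratio -1.70, -2.09 to -1.31) were lower.

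Olfactory receptor genes, normally confined to the nose, held 47 counts in immature and 709 in mature mTEC. Of 17 measured members 8 were higher, with Olfr157 at 0 and 69 counts (16-fold against the floor). Both measured caseins were higher, Csn2 as in the report and Csn3 from 1 to 36 counts (4.64, 2.07 to 9.99). Of 9 measured Skint genes Skint2, Skint4 (33 and 186 counts; 1.97, 1.43 to 2.55) and Skint9 (121 and 532; 1.61, 1.32 to 1.91) were higher, whereas Skint1 (137 and 154; -0.36, -0.70 to -0.02) and Skint7 (208 and 195; -0.62, -0.91 to -0.33) had intervals below 0. Collagens split, with Col4a3, of the kidney filter, higher (2 and 122 counts; 5.40, 3.52 to 8.47) and Col6a2 and Col3a1 lower; Col3a1 is also on the fibroblast list, whose Dpt fell too (126 and 45), so the cells behind these falls are not settled. Serpina genes were higher in 5 of 10 measured members, claudins in 3 of 10 (Cldn18, Cldn13 and Cldn23) with 2 intervals below 0, and histones were lower in 2 of 16 (Hist1h1b and Hist1h2an). Over all 60 measured ribosomal protein genes, 28 intervals lay below 0 and 1 above.

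Genes that are abundant in thymic epithelium sat near 0 in both populations: Epcam had 1 and 2 counts, Krt8 0 and 2, and Cd74 0 and 0. The number of listed transcripts alone was tried first and stays open: across 82 ribosomal protein genes Spearman's rho with summed counts was 0.053 (95% bootstrap interval over genes -0.20 to 0.30; two-sided permutation p = 0.627), too wide to decide, while the median was 33 counts in the 60 genes with 5 or more transcripts and 428 in the 3 with 1 transcript. After that result, and with its bounds set once the value was known, a further test looked at exonic bases. Annotated transcripts with no exonic base outside other annotated transcripts were 25.2% of annotated transcripts but held 1.58% of annotated counts. Assembled isoforms were left out of this overlap, and the share expected if shared reads were counted was not estimated. Reads shared between transcripts and left uncounted are therefore only a candidate explanation. The exclusion was not strict, since the share of 1.58% was above 0. A loss of short messages was tried in the same 3 ribosomal protein genes (0 to 873 counts) and in 1102 genes with a single coding transcript under 1 kb, of which 65 reached 100 counts, and neither decides; it was argued against because 0 of the 14 unmeasured genes of the epithelial identity and MHC lists had a longest coding transcript under 1 kb. No biological explanation was tested.

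Retained-intron transcripts took 5.92% (5.84 to 6.00) of immature and 3.98% (3.93 to 4.03) of mature counts. For genomic DNA in the immature libraries, the 47 olfactory receptor counts have an upper 95% Poisson limit of 62.5. This limit is 5.40% of the 1158 counts predicted from genomic DNA. The prediction takes genomic reads as proportional to exonic length, and reads left uncounted as equally frequent in both kinds of transcript. Genomic DNA was argued against only under these assumptions. A few dominant transcripts were argued against too, because the ratio of the shares was 0.669 without the 10 most counted ones and 0.672 with them. Unspliced annotations inside protein-coding genes took 0.895% of immature and 0.395% of mature counts (ratio 0.442). More unspliced precursor RNA in the immature libraries would give this, but genomic DNA would too, so the ratio does not tell them apart. Processed pseudogenes also had a larger immature share (1.39% and 0.986%, ratio 0.710), so this was not confined to unspliced or retained-intron annotations. Long intergenic non-coding and antisense transcripts had larger mature shares (ratios 1.62 and 1.22). In the usage comparison above, 58 of 694 genes differed. Among transcripts with separate intervals, 13 retained-intron transcripts had the higher share in immature and 6 in mature mTEC. Whether a difference in splicing explains the class shares stays open, because pooled columns give counting error only. In its replicated short-read data the study reported many splicing differences between immature and mature mTEC. Retained introns in immature mTEC were numerous among them.

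Myeloid and dendritic cell genes were higher in mature mTEC in 5 of 6 measured members, with Lyz2, the most counted, at 122 and 536 counts. Leukocytes in the mature sort, which the CD45-negative gate should remove, cannot be told apart from expression by mTEC, because only 1 of 15 pan-leukocyte genes listed beforehand, Cd53, had 1 or 2 listed transcripts and enough counts (29 and 121; log2 ratio 1.53). Among the others Rac2 (8 and 76 counts; 1.67 to 3.98) and Srgn (120 and 429; 1.02 to 1.61) passed 2-fold, Laptm5 (9 and 41; 0.60 to 2.89) did not although its interval lay above 0, Cyba (211 and 354), Lcp1 (20 and 28) and Arhgdib (12 and 7) had intervals that held 0, Mpeg1 and Evi2b, with 2 and 1 listed transcripts, had 0 counts in both populations, and so had Ptprc, which encodes CD45, over 19 listed transcripts. Expression of these genes by mature mTEC themselves stays open and was not tested.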
